A study of Mus musculus with 4 samples. Its data were reported in "Metabolic alterations mediated by STAT3 promotes drug persistence in CML" (2021).

How the data were processed

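Chromatin from sorted LSK cells was immunoprecipitated with an antibody against pSTAT3-Y705, and an IgG sample served as input. The series held 4 ChIP samples, 1 each of WT, CML, CML-TKI and input. The peak table has WT, CML and CML-TKI entries, and the input sample was not analysed here. The labels disagree on the imatinib schedule: the sample's treatment label gives 200 mg/kg for 4 weeks and the treatment protocol 400 mg/kg for 30 days, both on alternate days.

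By the study's methods, duplicate reads and adapters were removed and reads were aligned with bwa mem. Peaks were called per library with MACS2, HOMER, Genrich and SICER2 for broad peaks, merged within 100 bp and annotated with HOMER. Deposited peaks of the same library still overlap one another. In WT 746 distinct peaks merge into 455 regions, in CML 715 into 703 and in CML-TKI 1757 into 1181. Whether the deposited peaks came from these steps is therefore not known. The submitters' processing notes also name Partek 8.0. The deposited table gives, per the file headers, chromosome, start, end, region class, repeat annotation, distance to the nearest TSS and gene identifiers of each peak. It holds no read count, score or fold over input, so enrichment was not described, depth is unknown and the widest peaks stood in for the strongest. The study's methods name mm10, and the processing notes mm9 and mm10. Peak ends on 6 chromosomes (1, 5, 7, 12, 16 and 17) pass the GRCm38 (mm10) lengths, so positions are given as mm9. A search for the STAT motif needs an mm9 genome and was not run. Of 6024 entries, 10.8% had both ends rounded to the nearest 1 Mb, all at 100 Mb or beyond.

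Each peak was counted once per library for overlaps, widths and locations. A rounded entry was dropped where the library had the same chromosome, RefSeq accession and distance with full ends, otherwise it took the ends listed in another library. Failing both (47 peaks in WT, 4 in CML and 30 in CML-TKI), it was compared by its distance to the same TSS with an assumed width of 200 bp. Slightly different ends of a site count as separate peaks. Overlap meant at least 1 bp, and width is end minus start. Chance overlap came from 100 random placements of the peaks with ends. Shares have exact Clopper-Pearson 95% intervals.

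Genes are the nearest genes as the table names them. Of 958 names, 956 matched the GRCm38 RefSeq gene table, used for names and locus lengths only. For 1 name, Pdk1, the identifiers gave another gene, and both counts are given. Gene lists were compared with 10000 random lists of protein-coding genes (21887) matched on locus length in 10 classes, and the percent of random lists with as many or more named members describes these libraries only. The surplus of CML-TKI over CML is the members named in CML-TKI and not CML minus those in CML and not CML-TKI. Groups, gene lists, comparisons and most of the alternative settings were fixed before the data were examined. Named genes were the 8 widest peaks per library on autosomes or X, every STAT3 target and glycolysis gene with a peak, up to 4 members of each other list named in CML-TKI only and up to 4 in CML only by distance to the TSS, and Stat3, Pkm, Cpt1b, Cs, Pklr, Akt1, Stat5a and Stat5b. Genes named outside this rule, such as Kit, Runx1, Etv6, Slamf1, Axin2, Tgfbr2, Prkag1, Eef2, Cox7a2, Nfe2, Adcy2, Arid1a and the most listed genes, were chosen after their values were seen. One gene that the rule selects is not reported here.

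The alternatives were other chromosomes, peaks of at least 500 bp, merging within 1 kb, other overlap rules and a promoter of 5 kb. Others were gene assignment by TSS or gene body, and lists reduced at random to 715 peaks (mean of 100 draws). At 715 peaks the CML list stays whole, and no random gene lists were drawn at that length. The overlap and gene list steps were tested on simulated data: all 200 true overlaps among 500 simulated peaks were found, and 8 of 200 random lists fell under 5%. The simulated peaks lay far apart, and the random lists came from the same genes they were compared with. The test therefore checks the code only, not how clustered peaks or functional gene lists behave. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.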

Results

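Phosphorylated STAT3 (pSTAT3-Y705) was mapped by chromatin immunoprecipitation and sequencing in Lin-Sca1+cKit+ (LSK) cells, the bone marrow fraction that holds hematopoietic stem cells and early progenitors. The cells were sorted from C57BL/6 mice. WT cells came from untreated wild-type mice, CML cells from mice with the chronic myeloid leukemia model, and CML-TKI cells from leukemic mice given the BCR-ABL kinase inhibitor imatinib. Each group was 1 library, so no difference between groups has a replicate check and no test between groups was made. The peak table listed 1031 entries for WT, 1464 for CML and 3529 for CML-TKI. Some peaks were listed up to 4 times in a library, and counting each once left 746 distinct peaks in WT, 715 in CML and 1757 in CML-TKI. The table gave no read counts or enrichment values, so the depth behind each peak is unknown.

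The first comparison asked whether imatinib-treated leukemic LSK cells carried pSTAT3-Y705 at other places than untreated leukemic or normal cells. The CML-TKI list was the longest, with 2.41 times the entries of CML and 3.42 times those of WT. By distinct peaks the ratio to CML was 2.46, but after overlapping peaks of a library were merged it was 1.68, with 1181 regions in CML-TKI, 703 in CML and 455 in WT. Of the CML-TKI peaks, 651 (37.1%, exact 95% interval 34.8 to 39.4) overlapped no peak of another library. Among CML peaks 297 (41.5%, 37.9 to 45.3) did so, and among WT peaks only 10 (1.34%, 0.645 to 2.45). These intervals cover counting error over peaks only. They treat overlapping peaks of a site as independent, so here and below they are too narrow, more so in WT and CML-TKI than in CML.

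The WT sites lay almost wholly within the CML-TKI sites. Of 746 WT peaks, 735 (98.5%, 97.4 to 99.3) overlapped a CML-TKI peak, against 494 (66.2%, 62.7 to 69.6) that overlapped a CML peak. Of 715 CML peaks, 417 (58.3%, 54.6 to 62.0) overlapped CML-TKI. Random placement of the WT peaks with known ends along their chromosomes gave a mean overlap of 0.99% with CML-TKI, and the CML peaks gave 0.418%. Placement was uniform and took no account of loci where peaks gather in every library. It is therefore a low baseline, and overlap above it does not by itself show shared binding. With lists of equal length the share of WT peaks in CML-TKI was 64.3% and that of CML peaks 36.2%, while WT peaks overlapped CML at 66.2%. Equal length thins the CML-TKI list and leaves CML whole, so overlap with CML-TKI had to fall.

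**Figure D1:**
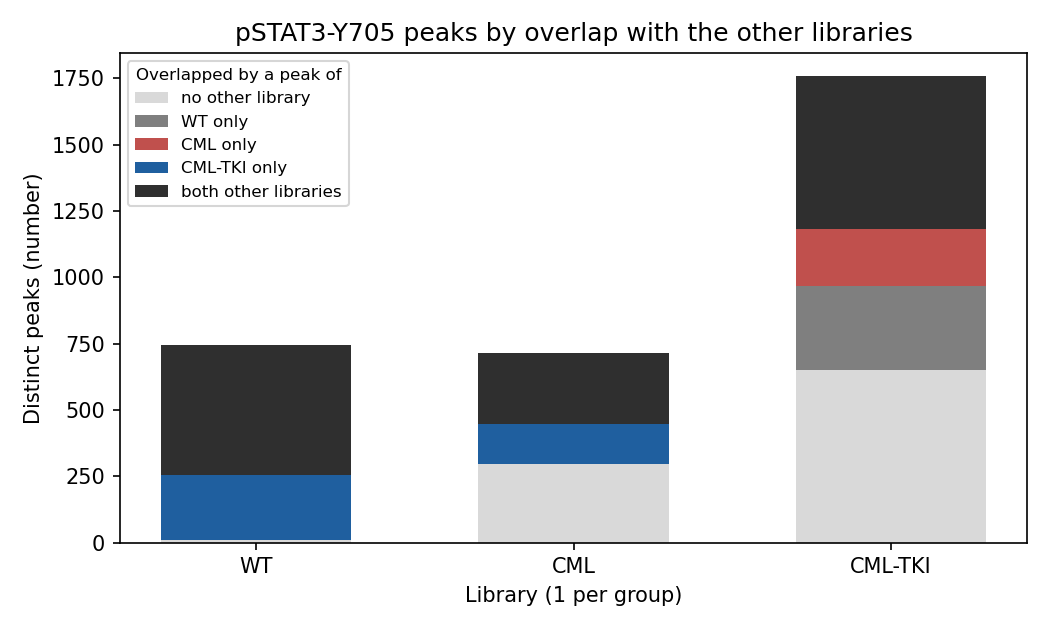
Number of distinct pSTAT3-Y705 peaks (vertical axis) in each library (horizontal axis, 1 library per group), divided by which other libraries had an overlapping peak. Of the WT peaks 10 had no partner in another library, against 297 in CML and 651 in CML-TKI.

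The same relation held for the genes named as nearest to a peak. The table named 262 genes in WT, 493 in CML and 681 in CML-TKI. All but 1 of the WT genes, Arid1a, which encodes a subunit of the SWI/SNF chromatin remodeler, were also named in CML-TKI (261 of 262). Of the CML genes 217 of 493 (44.0%, 39.6 to 48.5) were named in CML-TKI. None of the other 276 was named in WT, which adds nothing, since Arid1a was the only WT gene outside CML-TKI. CML-TKI alone named 337 genes.

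Known STAT3 target genes were named in all 3 libraries, and 3 of the 4 members in CML were also named in CML-TKI. Of 41 canonical targets, 5 had a peak in CML-TKI, 4 in CML and 2 in WT. Ccnd3, which encodes cyclin D3, had an intronic peak (mm9 chr17:47732656-47732818) in every library, and so did Jak3, a kinase upstream of STAT proteins, in its 5' UTR (chr8:74200350-74200496). Stat3 itself had a promoter peak in CML and CML-TKI (chr11:100800955-100801173 in CML-TKI, -239 bp from the transcription start site, TSS). Myc, the growth-promoting transcription factor, was named in CML only, by a peak in the 5' UTR (chr15:61817061-61817348, 308 bp from the TSS). Mcl1, which encodes an anti-apoptotic protein of the BCL2 family, and Junb, an AP-1 subunit, were named in CML-TKI only. The Mcl1 peak lay at the promoter (chr3:95462507-95462801, 11 bp) and the Junb peak at the transcript end (chr8:87500356-87500510, 2214 bp). Among random gene lists matched on locus length, 0.4% had as many members in CML-TKI, 0.6% in CML and 5.3% in WT. The surplus of CML-TKI over CML was 1 gene, reached by 37.4% of random lists, and with lists of equal length it turned to -1.34. Equal length thins the CML-TKI list and leaves CML whole, so the surplus could not rise. No random gene lists were drawn at that length, so the value expected there is unknown. Both limits hold for every surplus given at equal length.

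Stat5b, which encodes another STAT protein, had an intronic peak in CML only (chr11:100698846-100699004). Of 52 cytokine and growth factor receptors, 4 were named in CML, 4 in CML-TKI and 2 in WT, counts that 1.9%, 6.3% and 10.4% of random lists reached, and within 5 kb of a TSS there were 0 in each library. Kit, the receptor that marks LSK cells, was named in every library by an intergenic peak 155735 bp from its TSS. Il10rb, an interleukin-10 receptor chain, was named in CML only, and Cx3cr1, the fractalkine receptor, in CML-TKI only by an intronic peak (chr9:119968029-119968175). No peak was named for Stat5a or Akt1.

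The second comparison asked whether pSTAT3-Y705 lay at genes of metabolism in the treated cells. Across 6 metabolic lists with 207 genes, 12 were named in CML-TKI, 3 in CML and 3 in WT. Of random lists 1.9% had as many members in CML-TKI and 79.2% in CML. The surplus of CML-TKI over CML was 9 genes, reached by 0.7% of random lists, and with lists of equal length it was 2.57. With genes named by identifier, which takes out Pdk1 as described with the glycolysis genes, CML-TKI had 11 members (3.6% of random lists) and the surplus was 8 (1.3%). Of the 12 genes, 8 had a peak within 5 kb of the TSS. The AMPK signaling list held 5 of the 12, a count that 0.9% of random lists reached. Glycolysis had 3 (12.2%, or 35.4% by identifier), the TCA cycle 2 (21.8%) and oxidative phosphorylation 2 (23.7%). Pentose phosphate and fatty acid oxidation had 0. By its own count in CML-TKI, only the AMPK signaling list thus stood far above random lists.

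Glycolysis genes were named in CML-TKI and in WT but not in CML. Of 45 genes, Pgam1, which encodes the glycolytic enzyme phosphoglycerate mutase, had a promoter peak in CML-TKI and in WT (chr19:41985848-41986102, -386 bp). Slc16a1, which encodes the lactate transporter MCT1, was named in the same libraries by an intergenic peak 62465 bp away on chromosome 3. Pdk1, a pyruvate dehydrogenase kinase, was named in CML-TKI only, but its entries lay on chromosome X (75989688-75989832), whereas Pdk1 is on chromosome 2 in the reference gene table. The gene identifier of those entries was that of Fam47c, a gene on X, so the count of 3 glycolysis genes in CML-TKI is 2 by identifier. A count of 3 or more was reached by 12.2% of random lists, and a count of 2 or more by 35.4%. The CML count of 0 was set against a random mean of 0.86. The surplus of CML-TKI over CML was 3 genes as listed, reached by 3.6% of random lists, and 2 by identifier, reached by 14.8%. Pkm, Pklr, Cs and Cpt1b, which encode pyruvate kinases, citrate synthase and a carnitine palmitoyltransferase, were not named by any listed peak. Listed peaks named only 1.03% of protein-coding genes in WT, 1.93% in CML and 2.69% in CML-TKI. They are also fewer than the study reported. Absence of these genes is therefore ordinary and cannot show that pSTAT3-Y705 did not bind them. No gene of the pentose phosphate list (17 genes) or of the fatty acid oxidation list (34 genes) was named in any library. In WT, CML and CML-TKI the random means were 0.17, 0.34 and 0.48 for the pentose phosphate list. For fatty acid oxidation they were 0.4, 0.74 and 1.06. Counts of 0 thus do not set these lists apart from random lists.

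Genes of AMPK signaling, the cellular energy sensor, were the metabolic list that stood furthest above random lists. In CML-TKI 5 of 40 were named, a count reached by 0.9% of random lists, against 2 in CML and 1 in WT. Prkag1, a regulatory subunit of AMPK, had a promoter peak in every library (chr15:98661938-98662121, -90 bp), and Eef2, a translation elongation factor, had an intronic peak near its TSS in CML and CML-TKI. Named in CML-TKI only were Tsc1, a repressor of mTORC1 (promoter, chr2:28496590-28496805, -56 bp), Lipe, which encodes hormone-sensitive lipase (promoter, chr7:26181304-26181450, -371 bp), and Igf1r, a growth factor receptor (chr7:75096035-75096183, -1034 bp). The surplus over CML was 3 genes, reached by 3.7% of random lists, and with lists of equal length it was 0.58 and the CML-TKI count 2.58. In the TCA cycle list Suclg1, a succinyl-CoA ligase subunit, had a promoter peak in CML-TKI only (chr6:73198371-73198633, 3 bp), and Pdhx, a part of the pyruvate dehydrogenase complex, an intergenic one. Of the nuclear genes of oxidative phosphorylation, Cox7a2 was named in CML and CML-TKI, and Cox7c in CML-TKI only, by a peak 356157 bp from its TSS.

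The third comparison concerned hedgehog, Wnt and TGF-beta signaling in untreated leukemic cells. Of 124 genes in the 3 lists, 2 were named in CML, 4 in CML-TKI and 2 in WT, and 77.1% of random lists had as many in CML. The 2 genes in CML, Axin2, a Wnt feedback regulator, and Tgfbr2, a TGF-beta receptor, were named in every library by intergenic peaks 91519 bp and 97601 bp from their TSS in CML-TKI. Hhat, the acyltransferase of hedgehog proteins (intron, chr1:194571454-194571652), and Inhba, an activin subunit (445465 bp away), were named in CML-TKI only. No member of the 3 lists had a peak within 5 kb of its TSS. In the list of cAMP and protein kinase A signaling, Pde7b (5' UTR, chr10:20444663-20444831, 127 bp) and Pde4b, both cAMP phosphodiesterases, were named in CML-TKI only, and Creb3l1 in CML only, for 3 members in CML-TKI, 1 in CML and 1 in WT. The third member in CML-TKI, Adcy2, an adenylate cyclase, was also the WT member. Of random lists 18.4% had as many in CML-TKI, 66.5% in CML and 45.3% in WT, and 18.2% reached the surplus of 2.

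Of 40 genes of hematopoietic stem cells, 5 were named in CML-TKI, 4 in WT and 1 in CML, counts that 0.9%, 0.2% and 61.6% of random lists reached. The WT count is not independent of the CML-TKI count, since 261 of the 262 WT genes were also named in CML-TKI, and WT was not tested against CML. Kit was named in all libraries. Runx1, a hematopoietic transcription factor (intron, chr16:92715827-92715984), Etv6, a repressor of the ETS family, and Slamf1, the surface antigen CD150, were named in WT and CML-TKI, and Gata2, a stem cell transcription factor, in CML-TKI only (chr6:88139545-88139766, -9003 bp). The surplus of CML-TKI over CML was 4 genes, reached by 0.7% of random lists. Most of these peaks were distal, and within 5 kb of the TSS 1 gene was named in CML-TKI, 0 in WT and 0 in CML. With lists of equal length the surplus was 2.41. The 21 lists were compared in 3 libraries with no correction for their number.

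Lists of other cell types and tissues served as a comparison. No B cell or liver gene was named in any library. The random means in WT, CML and CML-TKI were 0.15, 0.3 and 0.41 for B cell genes. For liver genes they were 0.24, 0.47 and 0.61. Counts of 0 in such short lists cannot show that the peaks were specific to a cell type. Among neuronal genes 4 of 28 were named in CML, 2 in CML-TKI and 1 in WT, and 0.6% of random lists had as many in CML, with 0 within 5 kb of a TSS. Cntnap2 (intron) and Rbfox1 (intergenic, 410853 bp) were named in CML only. Myeloid markers had 2 members in CML-TKI and 1 in each of CML and WT, with Lyz1, which encodes a lysozyme, in CML-TKI only. Klrb1c, an NK cell receptor, was named in CML only, as was Rpl3 among 40 ribosomal protein genes, by a promoter peak (chr15:79913738-79913885, 25 bp). Nfe2, a transcription factor of erythroid and megakaryocytic cells, was named in every library.

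**Figure D2:**
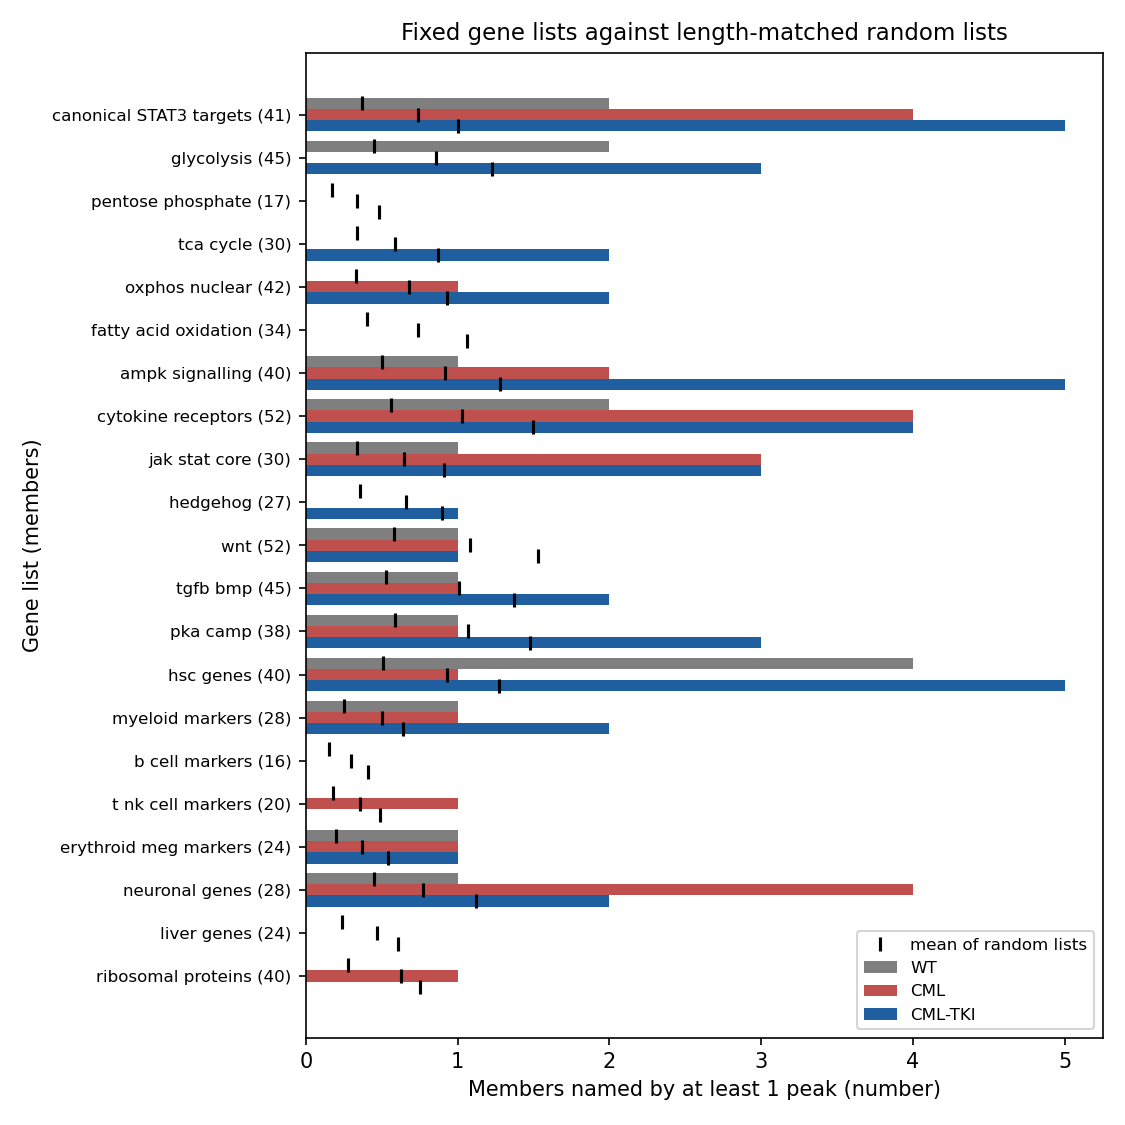
Number of members with at least 1 named peak (horizontal axis) for the 21 gene lists (vertical axis, list size in parentheses) in WT, CML and CML-TKI, 1 library each. Black ticks show the mean of 10000 random lists matched on locus length, and the STAT3 target bars of 5 in CML-TKI and 4 in CML lie above their ticks. The neuronal bar of 4 in CML lies as far above its tick. Genes are as listed, so the glycolysis bar of 3 in CML-TKI includes the Pdk1 entries that are Fam47c by identifier.

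Most peaks lay away from promoters. Within 1 kb of a TSS lay 17.1% of CML peaks (14.4 to 20.02), 14.7% of CML-TKI peaks (13.1 to 16.4) and 9.25% of WT peaks (7.27 to 11.6). Many entries fell on a few loci: the 10 genes with most entries, among them Gm3376 on Y, Vmn2r121 on X and Sfi1 on chromosome 11, held 47.5% of WT entries, 34.6% of CML and 30.1% of CML-TKI, repeats included. With each peak counted once, 347 of 746 WT peaks, 535 of 715 CML peaks and 1145 of 1757 CML-TKI peaks lay outside these genes and chromosome Y. By that count CML, not CML-TKI, had the smallest share at these loci. Without these genes and chromosome Y, a choice made after the data were seen, the promoter share was 18.7% in WT (14.8 to 23.2), 22.6% in CML (19.1 to 26.4) and 22.0% in CML-TKI (19.6 to 24.5), and the intervals overlapped. Intergenic peaks made up 67.4% of WT, 58.3% of CML and 61.5% of CML-TKI peaks. LTR retrotransposons held 15.0%, 14.4% and 17.3%, and satellite repeats 12.2%, 6.43% and 8.25%. Without the most listed genes and Y the LTR shares were 15.3%, 14.8% and 19.2%, and the satellite shares 6.63%, 2.99% and 3.84%.

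**Figure D3:**
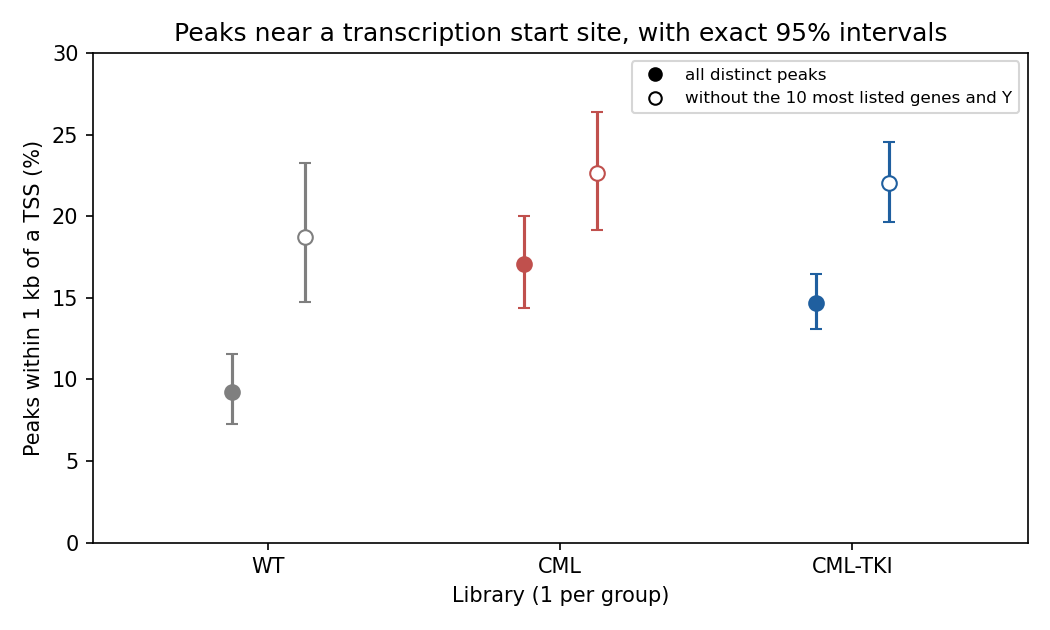
Percent of distinct peaks within 1 kb of a transcription start site (vertical axis) in each library (horizontal axis), with exact 95% intervals over peaks. Filled points hold all distinct peaks and open points leave out the 10 most listed genes and chromosome Y, where WT moved from 9.25% to 18.7%.

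WT peaks were the widest, with a median of 348 bp (quartiles 215 and 566), against 187 bp (157 and 262) in CML and 218 bp (170 and 330) in CML-TKI. Together they covered 190 kb in WT, 179 kb in CML and 349 kb in CML-TKI. The widest peak off chromosome Y in each library lay in Rn45s, the ribosomal RNA repeat unit on chromosome 17 (39979976-39983780 in WT, 3804 bp). The other widest peaks were at Sfi1 introns in WT and at satellite sequence near Pisd-ps1 (chr11:3001032-3002430), Mir101c and Lrrc4c in CML. In CML-TKI they were at Pisd-ps1 and near Ptchd3 (chr11:121719857-121721402).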

Values the study reported

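The study reported 13444 unique pSTAT3-Y705 sites in LSK cells of imatinib-treated leukemic mice, 10266 in leukemic mice and 9931 in controls.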

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

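Counting distinct peaks, leaving out the 10 most listed genes and chromosome Y, and naming genes by identifier were chosen after seeing the data. The cause of a change was not tested except where the alternative itself keeps fewer peaks. No paired analysis was possible because each group was 1 library. The STAT motif alternatives (upstream control windows, a 200 bp window and the stricter motif) were not run, since they need an mm9 genome sequence, which was not used here. CML-TKI had the most entries under each alternative for peak number, but with each distinct peak counted once WT had the most at 500 bp or wider (220, against 207 in CML-TKI and 47 in CML).

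For WT, CML and CML-TKI, the entries at 500 bp or wider, repeats included, numbered 273, 103 and 367, and the regions merged within 1 kb 354, 598 and 917. With each peak counted once, CML had 715 and CML-TKI 1757. Without the most listed genes and Y, WT had 541 entries and CML 957, repeats included, or 347 and 535 distinct peaks.

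The share of peaks in no other library was, for WT, 3.75% with overlap of 50% of the peak, 8.64% at 500 bp or wider, 16.1% at equal list length and 2.88% without the most listed genes and Y. For CML it was 8.51% at 500 bp or wider, 51.2% at equal length and 55.5% without those genes, and for CML-TKI 31.6% within 1 kb, 10.1% at 500 bp or wider and 48.1% without those genes. The overlap of WT with CML-TKI was 96.1% with 50% of the peak, 64.3% at equal length and 96.8% without those genes, and that of CML with CML-TKI 36.2% at equal length and 44.3% without them. The overlap of WT with CML was 51.5% with 50% of the peak, 72.5% within 1 kb and 48.4% without those genes. The overlap with CML-TKI was higher for WT than for CML under each of these alternatives. At equal length, which thins CML-TKI and leaves CML whole, WT overlapped CML (66.2%) slightly more than it overlapped CML-TKI.

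Promoter shares in WT, CML and CML-TKI were 16.1%, 25.03% and 22.4% within 5 kb, 1.82%, 8.51% and 2.90% at 500 bp or wider, and 18.7%, 22.6% and 22.0% without the most listed genes and Y.

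At 500 bp or wider, the STAT3 target, glycolysis, pooled metabolic and pooled hedgehog, Wnt and TGF-beta lists had 0 members in each library where they had any, and each surplus over CML was 0. At equal list length CML-TKI held 2.66 STAT3 targets (surplus -1.34, turned from 1), 1.16 glycolysis genes (surplus 1.16), 5.57 metabolic genes (surplus 2.57) and 2.01 signaling genes (surplus 0.01). Within 5 kb of the TSS, and also with gene bodies added, glycolysis had 1 member in WT and in CML-TKI (surplus 1), and the metabolic surplus was 5. The signaling lists had 0 members in each library within 5 kb (surplus 0), and with gene bodies 0 in WT and CML and 1 in CML-TKI (surplus 1). For the other lists, 131 of 380 values changed by over 1.5 times, or differed where either value was 0 or negative. No surplus turned from positive to negative or the reverse. At equal length surpluses of 0 fell to -1.43 for cytokine receptors, -1.21 for core JAK-STAT genes and -0.57 for Wnt. For erythroid and megakaryocytic markers the surplus fell from 0 to -0.63. With gene bodies, the surplus of 0 rose to 1 for cytokine receptors and fell to -1 for core JAK-STAT genes.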

Other observations

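Of the tests in this part, the gene overlap of CML with CML-TKI, the peak overlap of WT with CML-TKI and the check of rounded entries were chosen after the result was seen, and so were the gene families counted next.

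By nearest gene, 116 genes with a peak within 1 kb of the TSS were named in CML-TKI alone and 85 in CML alone. A peak between neighboring TSSs can name different genes in different libraries: a CML-TKI peak named Kdm5a (chr6:120314127-120314364) starts at the same base as the peak at Ccdc77, a gene named in WT and CML-TKI. The histone, zinc finger (Zfp symbol), vomeronasal receptor (Vmn symbol) and olfactory receptor (Olfr symbol) families were picked with the data in view, so their counts are given without a comparison with random lists. Of 101 histone genes 7 were named in CML, 1 in CML-TKI and 1 in WT. Of 397 Zfp genes 30 were named in CML-TKI, 26 in CML and 17 in WT. Of 355 Vmn genes 11 were named in CML-TKI, 11 in CML and 9 in WT, and of 1110 Olfr genes 7, 2 and 2.

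The table held 1757 distinct CML-TKI peaks, 715 CML peaks and 746 WT peaks, of which 651, 297 and 10 were in no other library. Both sets of numbers are lower than the values quoted from the study above.

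WT peaks and genes lay almost wholly within those of CML-TKI. The longer CML-TKI list did not take in every shorter list, since 44.0% of CML genes (39.6 to 48.5) were also in CML-TKI. CML is the only other list, however, and its make-up differs. Its 715 peaks merged into 703 regions, against 746 into 455 in WT and 1757 into 1181 in CML-TKI. The CML share therefore cannot show whether list length accounts for the WT pattern. At equal length 64.3% of WT peaks overlapped CML-TKI, below the 66.2% that overlapped CML, and 36.2% of CML peaks overlapped CML-TKI. Thinning the CML-TKI list lowers overlap with it whatever the cause, while CML stays whole. These shares therefore cannot show how much list length contributes. Shared binding sites of WT and CML-TKI cells and a table in which WT entries were limited to CML-TKI genes cannot be told apart. Outside the most listed genes and Y, 96.8% of WT peaks (94.4 to 98.4) overlapped a CML-TKI peak, which restates the pattern and would follow from either. Of 11 WT peaks that overlapped no CML-TKI peak, 81.8% (48.2 to 97.7) still named a CML-TKI gene, against 5.03% (2.84 to 8.17) of 298 such CML peaks, and 11 peaks are too few to decide.

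Entries gathered at a few genes. Of the 10 most listed genes, 10 were named in all 3 libraries, as sequence present in many copies that collects reads in every library could give, but their share of entries differed 1.58-fold between libraries, so this stays open. Annotated satellites as the main source were argued against, since 16.7% (14.6 to 18.9) of distinct peaks at these genes lay in a satellite. No biological explanation was tested.

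The same peak was listed up to 4 times. Of the rounded entries 70.1% (66.4 to 73.6) had a twin with full positions in the same library, as a table joined from copies of the lists could give. This check covers rounded entries only. In CML-TKI 3529 entries held 1757 distinct peaks, and 359 entries were rounded. Rounded copies therefore account for only part of the repeats, and how the others arose was not tested. No biological explanation was tested.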
